# Hexosamine Biosynthetic Pathway-Derived O-GlcNAcylation Is Critical for RANKL-Mediated Osteoclast Differentiation

**DOI:** 10.3390/ijms22168888

**Published:** 2021-08-18

**Authors:** Myoung Jun Kim, Hyuk Soon Kim, Sangyong Lee, Keun Young Min, Wahn Soo Choi, Jueng Soo You

**Keywords:** O-GlcNAc transferase, O-GlcNAcylation, osteoclastogenesis, osteoclast, NFATc1, p65

## Abstract

O-linked-N-acetylglucosaminylation (O-GlcNAcylation) performed by O-GlcNAc transferase (OGT) is a nutrient-responsive post-translational modification (PTM) via the hexosamine biosynthetic pathway (HBP). Various transcription factors (TFs) are O-GlcNAcylated, affecting their activities and significantly contributing to cellular processes ranging from survival to cellular differentiation. Given the pleiotropic functions of O-GlcNAc modification, it has been studied in various fields; however, the role of O-GlcNAcylation during osteoclast differentiation remains to be explored. Kinetic transcriptome analysis during receptor activator of nuclear factor-kappaB (NF-κB) ligand (RANKL)-mediated osteoclast differentiation revealed that the nexus of major nutrient metabolism, HBP was critical for this process. We observed that the critical genes related to HBP activation, including *Nagk*, *Gfpt1*, and *Ogt*, were upregulated, while the global O-GlcNAcylation was increased concomitantly during osteoclast differentiation. The O-GlcNAcylation inhibition by the small-molecule inhibitor OSMI-1 reduced osteoclast differentiation in vitro and in vivo by disrupting the translocation of NF-κB p65 and nuclear factor of activated T cells c1 (NFATc1) into the nucleus by controlling their PTM O-GlcNAcylation. Furthermore, OSMI-1 had a synergistic effect with bone target therapy on osteoclastogenesis. Lastly, knocking down *Ogt* with shRNA (*shOgt*) mimicked OSMI-1’s effect on osteoclastogenesis. Targeting O-GlcNAcylation during osteoclast differentiation may be a valuable therapeutic approach for osteoclast-activated bone diseases.

## 1. Introduction

During cellular differentiation, cells acquire specific identities in response to environmental cues or cellular signals. Cells use various strategies, from translational regulation to post-translational modification, to appropriately respond to stimuli. Post-translational modification (PTM) refers to the covalent and enzymatic modification of proteins following protein biosynthesis [1]. O-linked-N-acetylglucosaminylation (O-GlcNAcylation), the attachment of O-linked N-acetylglucosamine, is one of the emerging PTMs found on the serine and threonine residues of nucleocytoplasmic proteins [2]. O-GlcNAcylation is a nutrient sensor through the hexosamine biosynthetic pathway (HBP) [3,4]. HBP is responsible for producing uridine diphosphate-N-acetylglucosamine (UDP-GlcNAc), a key substrate for protein O-GlcNAcylation. HBP utilizes molecules from the metabolism of carbohydrates (glucose), lipids (acetyl-CoA), amino acids (glutamine), and nucleotides (uridine triphosphate) to generate UDP-GlcNAc [5]. O-GlcNAcylation couples the fluctuations in nutrient availability with downstream signaling pathways; thus, O-GlcNAcylation homeostasis is physiologically and pathologically consequential [5,6,7,8,9]. 

Research on the functions of O-GlcNAcylation is ongoing. O-GlcNAcylation affects protein stability and protein–protein interactions [10]; however, its downstream effects are much more complicated. Interestingly, unlike other PTMs, these O-GlcNAcylations are controlled by a single pair of enzymes, O-GlcNAc transferase (OGT) and O-GlcNAcase (OGA). OGT catalyzes the transfer of a GlcNAc moiety from UDP-GlcNAc, the donor substrate, to a serine or threonine residue in proteins. Conversely, OGA, which catalyzes the hydrolysis of the sugar modification, removes the O-GlcNAc [2]. Although the OGT and OGA genes are both expressed in the nucleus and cytoplasm, OGT is predominantly present in the nucleus and OGA is enriched in the cytoplasm [11]. The O-GlcNAcylation of the master transcription factors (TFs) has been reported in various biological systems, including keratinocytes [12], liver cells [13], B cells [14], T cells [14,15], adipose tissues [16,17], and neurons [18,19]. For instance, the O-GlcNAcylation of NOTCH proteins, T cell antigen receptors, and c-MYC in T cells are critical for T cell self-renewal and malignancy [20]. O-GlcNAcylation can affect TF activity via a couple of mechanisms, such as protein translocation and stability. Interestingly, one TF, nuclear factor-kappaB (NF-κB), is regulated by different O-GlcNAcylations simultaneously. The O-GlcNAcylation of its RelA subunit interferes with its binding to NF-κB inhibitor alpha (IκBα), enhancing its nuclear translocation and transcriptional activity. Meanwhile, the O-GlcNAcylation of its c-Rel subunit is essential for NF-κB’s DNA binding and transactivation activity [14,15,21]. There have been reports on the O-GlcNAcylation of major TF produced during cell fate determination, such as cell differentiation [12,14,16,18,22,23]; however, it remains unclear how OGT and OGA recognize numerous substrates and control downstream signals and how O-GlcNAcylation coordinates the entire molecular network in specific cellular contexts.

Bone is a dynamic tissue that maintains homeostasis via various factors, including cytokines, chemokines, hormones, and mechanical stimuli [24,25]. Bone homeostasis is controlled by bone formation and bone resorption. The processes regulated by osteoclasts and osteoblasts continue to resorb and regenerate the bone tissue [26]. Osteoclast differentiation is a highly dynamic process. As with the cells in other differentiation processes, osteoclasts are susceptible to subtle changes in the external environment. The role of O-GlcNAcylation in osteoblast differentiation remains controversial. Some studies have reported that osteogenesis is positively regulated by O-GlcNAcylation [27,28,29,30]. The master TF of osteoblast differentiation, Runt-related transcription factor 2 (Runx2), is O-GlcNAcylated and able to control alkaline phosphatase, an early marker of bone formation. Conversely, a recent study reported that increased O-GlcNAcylation of Runx2 reduces transcriptional activity and induces an imbalance in bone homeostasis in hyperglycemia [31]. Osteoblast differentiation is inhibited by excessive O-GlcNAcylation induced by hyperglycemia. The connection between glucose metabolism and bone-related diseases has been extensively studied [32,33,34,35]; however, HBP, a branch of glycolysis, has only recently begun to be investigated.

In this study, we observed that HBP was activated and global O-GlcNAcylation was increased during murine bone marrow-derived osteoclast differentiation by analyzing a kinetic transcriptome. Then, we investigated the role of O-GlcNAcylation in osteoclastogenesis.

## 2. Results

### 2.1. HBP Is Activated and O-GlcNAcylation Is Increased during RANKL-Mediated Osteoclast Differentiation

We explored the molecular metabolism of osteoclast differentiation by first checking the HBP-related gene expression. We used our previous kinetic transcriptome upon RANKL stimulation (GSE176265). 

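The series holds mouse Illumina bead arrays of bone marrow-derived macrophages (BMMs) taken before RANKL (0 h) and 24, 48 and 72 h after RANKL was added, with 6 arrays at each of the 4 times. The BMMs came from the marrow of mice aged 5 weeks and were grown for 72 h with M-CSF at 30 ng/mL, after which RANKL was given at 100 ng/mL together with M-CSF. No BMMs kept in M-CSF alone for the later times are among the samples, so a change from 0 h covers RANKL and time in culture together. Neither the labels nor the paper say whether the 6 samples of a time came from separate cultures or animals, so p-values measure the spread between these samples, which may be technical.

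At each time most of the measured genes that mark osteoclasts were higher than at 0 h. Ctsk, which encodes the collagen-degrading protease cathepsin K, was 2.67-fold higher at 24 h, 8.98-fold at 48 h and 7.80-fold at 72 h. Mmp9, a matrix metalloproteinase gene, was 3.85-fold, 20.7-fold and 14.5-fold higher at the same times. Nfatc1, the master transcription factor of osteoclast differentiation, was 1.41-fold, 1.78-fold and 1.55-fold higher. Fos, an early response gene that acts upstream of Nfatc1, was 3.70-fold higher at 24 h, then 2.01-fold lower at 48 h and 1.33-fold lower at 72 h. All of these changes passed an adjusted p under 0.05 (the largest was 5.4e-06, for Fos at 72 h), and in each the 6 arrays of the later time lay on the same side of all 6 arrays at 0 h. With Bonferroni adjustment of the methods' t-test over all 9917 genes, Nfatc1 at 24 h and Fos at 72 h did not pass. The paper's methods name Student's t-test with a Bonferroni step, but describe no adjustment over all genes of the arrays. Of 25 measured genes of an osteoclast list, 18 were higher and 5 lower at 24 h, 19 were higher and 2 lower at 48 h, and 17 were higher and 4 lower at 72 h, with the same counts when adjusted over the list alone. As a group they rose against all other genes (camera, adjusted p = 1.55e-06, 2.78e-08 and 2.07e-05). Markers of another cell of the marrow moved with time too: of 13 measured neutrophil genes, 13, 12 and 12 were lower at 24, 48 and 72 h.

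The authors' deposited table gives a mean bead signal and a detection p-value for each of 45281 probes, with no normalization between arrays. Median signals were 89.5 to 122 per array, and 15781 to 17109 probes per array had a detection p under 0.05. The signals were set on the log2 scale and quantile normalized over all 24 arrays, as the paper's methods describe. Probes detected on at least 3 of the 6 arrays of some time were kept (18346 probes), and each of the 9917 genes tested was represented by its kept probe with the highest mean signal. Changes were tested with limma over all 24 arrays. Between 0 h and 24 h, 2898 genes were higher and 3749 lower, of which 822 and 963 differed by 1.5-fold or more. At 48 h 3285 genes were higher and 3890 lower than at 0 h, of which 1067 and 1214 differed by 1.5-fold or more. The counts at 72 h were 3387 and 3904, of which 1159 and 1360 differed by 1.5-fold or more. From 24 h to 48 h 3883 genes rose and 3434 fell, and from 48 h to 72 h 1730 rose and 1921 fell. Scaling each array to its 75th percentile gave 2260 genes higher and 4764 lower at 24 h, and with it the median log2 change of all genes at that time was -0.13, against -0.05 with quantile normalization. From 48 h to 72 h, median scaling gave 802 genes higher and 2062 lower, and the authors' processed values gave 985 higher and 1893 lower.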

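In BMMs given RANKL, the signal of Nagk, whose product is the kinase that returns free N-acetylglucosamine to the hexosamine pathway, fell at 24 h and then rose. Its log2 signal was 11.87 ± 0.06 (SD, n = 6) at 0 h, 12.73 ± 0.08 at 48 h and 12.70 ± 0.05 at 72 h. Ogt, which encodes the enzyme that attaches O-GlcNAc to proteins, rose at each time with the probe that represents it. Its log2 signal went from 9.71 ± 0.12 at 0 h to 10.60 ± 0.10 at 48 h and 10.63 ± 0.10 at 72 h. The level of Nagk was 1.81-fold higher at 48 h (adjusted p = 2.26e-19 from limma) and 1.78-fold higher at 72 h (adjusted p = 5.3e-19). For Ogt the change was 1.85-fold at 48 h (adjusted p = 8.14e-16) and 1.88-fold at 72 h (adjusted p = 3.13e-16). At 24 h Nagk was 1.14-fold lower (adjusted p = 0.00025) and Ogt 1.17-fold higher (adjusted p = 0.00128). The other Nagk probes, each detected on all 24 arrays, were 1.07-fold lower, 1.08-fold lower and 1.06-fold higher at 24 h. Those of Ogt, also detected on all 24 arrays, were 1.19-fold higher, 1.21-fold higher and 1.17-fold lower. The direction of both genes at 24 h thus depends on the probe.

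Pfkl, the liver-type phosphofructokinase, was 1.27-fold lower at 24 h (adjusted p = 3.03e-07), 1.92-fold lower at 48 h (adjusted p = 2.61e-18) and 1.82-fold lower at 72 h (adjusted p = 2.77e-17). Oga encodes the enzyme that removes O-GlcNAc. The probe that represents it was 1.16-fold higher at 24 h (adjusted p = 0.00608), 1.34-fold higher at 48 h (adjusted p = 1.11e-06) and 1.37-fold higher at 72 h (adjusted p = 2.77e-07). This probe was dim, with a log2 signal of 7.20 ± 0.12 (SD, n = 6) at 0 h, and is annotated to a cDNA clone. The other 2 Oga probes, among them the probe annotated to the reference (RefSeq) transcript, were detected on none of the 24 arrays. At 48 h and 72 h all 6 arrays lay beyond every array at 0 h for Nagk, Ogt, Pfkl and Oga (exact permutation test, two-sided p = 0.00216, the smallest that 6 arrays against 6 allow), and at 24 h 4 of 6 did so for Oga (exact permutation test, p = 0.0195). With the second-highest probe the log2 change of Pfkl was -0.14, -0.12 and -0.20 at 24, 48 and 72 h, past the threshold at 72 h only, and that of Ogt was 1.71 at 72 h, while the fall of Nagk at 24 h did not pass with that probe (-0.11) or with the mean of the kept probes (-0.08), nor the rise of Ogt at 24 h with 75th percentile scaling (0.15). The log2 change of Oga was 0.42, 0.79 and 0.84 at 24, 48 and 72 h with normexp background correction. With Bonferroni adjustment of the methods' t-test over all 9917 genes Oga passed at none of these times, nor did Nagk, Ogt, Pfkl, Ldha or Pkm pass at 24 h.

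Of 16 measured glycolytic enzymes drawn in Fig. 1A, 13 were lower and 2 higher at 24 h, 11 were lower and 4 higher at 48 h, and 11 were lower and 2 higher at 72 h, with the same counts when adjusted over the list alone. In place of 4, 2 were higher at 48 h with 75th percentile scaling, median scaling, no filter on dim probes or the authors' processed values, and without replicate 2. The paper drew this list for these samples, so its direction is not independent evidence. Ldha, which makes lactate from pyruvate, was 1.30-fold, 2.08-fold and 2.09-fold lower at 24, 48 and 72 h. Pkm, the pyruvate kinase gene, was 1.14-fold, 2.36-fold and 2.34-fold lower. Over the same times the median log2 change of the neutrophil genes was -1.5, -1.78 and -3.01, and that of 6 erythroid and megakaryocyte genes -0.97, -1.23 and -1.27. Against all other genes the list shifted down at each time (camera, adjusted p = 0.0168 at 24 h, 0.017 at 48 h and 0.0261 at 72 h). With an estimated correlation the adjusted p was 0.0228, 0.0228 and 0.035. With the second-highest probe of each gene the adjusted p was 0.0589 at 48 h and 0.0505 at 72 h, past the threshold of 0.05 at neither time.

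**Figure D1:**
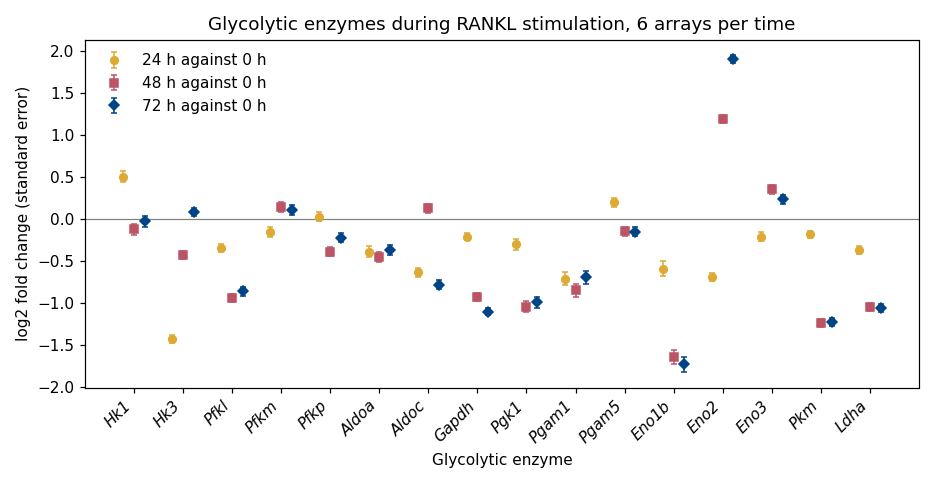
The log2 fold change of 16 glycolytic enzymes at 24 h (circles), 48 h (squares) and 72 h (diamonds) against 0 h, from 6 arrays per time, with the standard error of each change from limma. Most points lie below 0, and Eno2 lies above 0 at 48 h and 72 h, with log2 fold changes of 1.19 and 1.90.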

While the levels of most glycolytic pathway enzymes were downregulated, there was substantial upregulation of N-acetylglucosamine kinase (Nagk) and Ogt and downregulation of phosphofructokinase, liver type (Pfkl) and Oga (Figure 1A,B). Real-time PCR confirmed the significant upregulation of Nagk and Ogt, although downregulated genes revealed the pattern with low significance (Figure 1C). Additionally, glutamine–fructose-6-phosphate aminotransferase 1 (Gfpt1), whose enzyme increased glucose flux into HBP, and phosphoglucomutase 2 (Pgm2) were also observed to be upregulated, although their changes were not as significant in the transcriptome analysis (Figure 1C). These data suggested that the changes in gene expression during osteoclast differentiation could positively affect the production of UDP-GlcNAc and subsequent protein O-GlcNAcylation.

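In the arrays, Gfpt1, the aminotransferase gene of the first committed step of the hexosamine pathway, was lower at 24 h and higher at 48 h. Its log2 signal was 10.82 ± 0.11 (SD, n = 6) at 0 h, 10.60 ± 0.09 at 24 h, 11.37 ± 0.08 at 48 h and 10.86 ± 0.11 at 72 h. This is 1.17-fold lower at 24 h (adjusted p = 0.000621 from limma), 1.47-fold higher at 48 h (adjusted p = 6.78e-11) and 1.03-fold higher at 72 h, which did not pass the test (adjusted p = 0.51). From 24 h to 48 h Gfpt1 rose by a log2 value of 0.78 (adjusted p = 6.14e-15). The probe of Gfpt1 with the second-highest signal, which was detected on 10 of 24 arrays, gave log2 fold changes of -0.13 at 48 h and -0.19 at 72 h. A further kept probe, detected on 8 of 24 arrays, was 1.03-fold higher at 48 h. The remaining Gfpt1 probes were detected on none of the 24 arrays and so cannot test the rise. The 1.47-fold rise at 48 h was thus seen only with the probe of the highest signal. The single probe annotated to Pgm2 was detected on none of the 24 arrays. The gene annotated here as Pgm1 carried the name Pgm2 in older annotations, as listed for assembly GRCm38.p6. Pgm1, a phosphoglucomutase gene, was 1.30-fold lower at 24 h (adjusted p = 1.6e-07), 1.23-fold lower at 48 h (adjusted p = 7.82e-06) and 1.27-fold lower at 72 h (adjusted p = 4.87e-07). With Bonferroni adjustment of the methods' t-test neither Gfpt1 at 24 h nor Pgm1 at any of these times passed.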

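Among 6 measured enzymes drawn in Fig. 1A for the hexosamine pathway and O-GlcNAc cycling (Nagk, Gfpt1, Pgm1, Uap1, Ogt and Oga), 4 were higher and 2 lower at 48 h. At 24 h 2 were higher and 4 lower, and at 72 h 3 were higher and 2 lower, with the same counts when adjusted over the list alone. Pgm1 is not among the textbook enzymes of the pathway used below, of which 1 was lower at 48 h. Uap1, whose product makes UDP-GlcNAc in the last step of the pathway, was 1.25-fold lower at 24 h (adjusted p = 2.63e-06 from limma), 1.16-fold lower at 48 h (adjusted p = 0.000906) and 1.33-fold lower at 72 h (adjusted p = 2.35e-08), with no call at any of these times by the methods' t-test with Bonferroni adjustment. Probes of Gfpt2, Gnpnat1, Pgm3 and Pgm5, drawn in the same pathway, were not detected on enough arrays to be tested. The paper drew this list too for these samples, so its direction is not independent evidence.

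As a group the 6 enzymes did not pass the test against all other genes (camera, adjusted p = 0.551 at 24 h, 0.12 at 48 h and 0.356 at 72 h). A test of whether the genes move on balance in 1 direction, without comparing them with other genes, passed at each time (fry, adjusted p = 0.000209, down, at 24 h, 2.85e-11, up, at 48 h and 2.76e-08, up, at 72 h). With a list of textbook enzymes that leaves out the phosphoglucomutases, chosen after the data were seen, camera gave an adjusted p of 0.0356 at 48 h. Over the alternatives, fry included and the textbook list left out, the adjusted p of the 6 enzymes at 48 h ran from 2.85e-11 to 0.422.

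Genes around the pathway moved in both directions. Of 10 measured genes of amino sugar metabolism, 2 were higher and 7 lower at 24 h, 4 higher and 5 lower at 48 h, and 3 higher and 4 lower at 72 h (camera, adjusted p = 0.0812, 0.998 and 0.97; 0.026 at 24 h without a filter on dim probes). At 24 h Amdhd2, which removes the acetyl group of N-acetylglucosamine-6-phosphate, was 2.38-fold lower (a log2 change of -1.25, against -0.60 with its second-highest probe) and Slc35a3, a Golgi transporter of UDP-GlcNAc, 1.55-fold higher. Of 13 measured genes whose products use UDP-GlcNAc or extend the sugars built from it, 2 were higher and 6 lower at 24 h, 4 higher and 6 lower at 48 h, and 3 higher and 6 lower at 72 h (adjusted p = 0.354, 0.998 and 0.998). Adjusted over each list alone, the counts of these 2 lists were the same. At 24 h Mgat1, which starts complex N-glycans, was 1.6-fold lower (with its second-highest probe the log2 change was -0.09 and did not pass) and Mgat4a, which branches them, 1.52-fold higher. Of 16 measured genes for the supply of glutamine, acetyl-CoA and pyrimidine nucleotides, 9 were higher and 5 lower at 24 h (camera, adjusted p = 0.0329, and adjusted p = 0.0726 with an estimated correlation). At 48 h 4 of these were higher and 10 lower (adjusted p = 0.0309, and adjusted p = 0.0683 with an estimated correlation), and at 72 h 3 were higher and 9 lower (adjusted p = 0.0543). The call at 24 h ended with the authors' processed values, median scaling, the strict filter, the mean of the kept probes and the second-highest probe (adjusted p = 0.0641 to 0.21), and at 72 h the list passed with all of these (adjusted p = 0.00674 to 0.0439), with no filter (0.00414), normexp background correction (0.0499) or array weights (0.0451), and without replicate 3, 4 or 5 (0.0483, 0.0455 and 0.0469). Adjusted over the list alone, 11 were lower at 48 h and 5 higher at 72 h, the other counts being the same. The largest falls at 48 h were those of Uck2, a uridine kinase gene, 3.99-fold lower, and of Ctps, a CTP synthase gene, 3.05-fold lower. From the changes in expression of its pathway genes in the arrays and in RT-qPCR, the paper proposes that these changes could favour the making of UDP-GlcNAc and, after it, the O-GlcNAcylation of proteins.

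**Figure D2:**
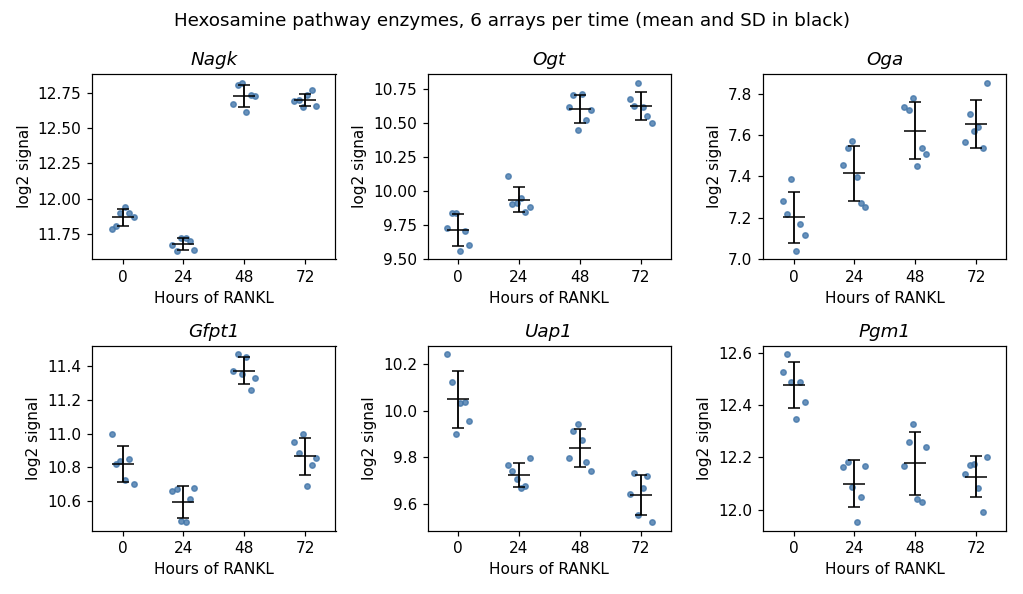
The log2 signal of 6 enzymes drawn in Fig. 1A for the hexosamine pathway and O-GlcNAc cycling on each of 6 arrays (blue points) at 0, 24, 48 and 72 h of RANKL, with the mean and SD in black. Each panel has its own vertical axis, which does not start at 0. Nagk and Ogt stand higher at 48 h and 72 h than at 0 h, Gfpt1 is highest at 48 h, and Uap1 and Pgm1 are lower at each time after 0 h.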

Next, we assessed the global protein O-GlcNAcylation levels during osteoclast differentiation. We observed that the O-GlcNAcylation level increased gradually, peaking on day 2 (Figure 1D). Additionally, the levels of Ogt and NFATc1, a representative osteoclast differentiation marker, were also upregulated, consistent with the increase in O-GlcNAcylation (Figure 1D). Finally, we verified the role of HBP activation in osteoclast differentiation by adding glutamine and UDP-GlcNAc at an indicated concentration to the cells for 4 days. We observed that both additions caused a dramatic increase in the formation of tartrate-resistant acid phosphatase (TRAP)-specific mature osteoclasts (Figure 1E,F). These results suggested that activated HBP and increased O-GlcNAcylation play essential roles during osteoclast differentiation.

### 2.2. Inhibition of O-GlcNAcylation Interferes with Osteoclastogenesis

We investigated whether increased O-GlcNAcylation was critical to osteoclast differentiation and maturation. We treated the BMMs with (αR)-α-[[(1,2-dihydro-2-oxo-6-quinolinyl)sulfonyl]amino]-N-(2-furanylmethyl)-2-methoxy-N-(2-thienylmethyl)-benzeneacetamide (OSMI-I), a common Ogt inhibitor [36]. We observed that OSMI-1 successfully dose-dependently reduced the number of TRAP-positive mature osteoclasts and actin belt formation (Figure 2A). We also observed that OSMI-1 decreased the overall O-GlcNAcylation level with a significant and concomitant decline in NFATc1 levels during osteoclast differentiation (Figure 2B). The differentiation of TF, c-Fos, and NFATc1, and the late differentiation markers matrix metalloproteinase-9 (Mmp9) and cathepsin K (Ctsk) were downregulated (Figure 2C). We investigated the effect of OSMI-1 on downstream cellular signaling. We first focused on the NF-κB- and mitogen-activated protein kinase (MAPK) signaling, the early master pathways for osteoclast differentiation. Activated NF-κB and MAPK promote osteoclastogenesis by transcribing target genes, such as c-Fos and NFATc1 [26]. Although the OSMI-1 treatment hindered the phosphorylation of most downstream signaling proteins, the p65 and IκBα phosphorylation was inhibited more quickly and robustly than the molecules in the MAPK pathway (Figure 2D), suggesting that OSMI-1 suppressed RANKL-mediated differentiation signaling. Additionally, NF-kB was preferentially regulated by O-GlcNAcylation. Consistent with these results, the bone resorption activity, as determined by the size of the lacunae area in the osteologic disk, was also observed to be hindered by OSMI-1 (Figure 2E). Notably, OSMI-1 treatment effectively inhibited lipopolysaccharide (LPS)-induced formation of TRAP-positive osteoclasts in the cavarial surface compared to the mice injected with the vehicle, while OSMI-1 significantly reduced the number of TRAP-specific mature osteoclasts in the calvarial surfaces and sections (Figure 2F); therefore, OSMI-1, the Ogt inhibitor, impeded osteoclastogenesis in vitro and in vivo. 

### 2.3. RANKL Stimulation Induces O-GlcNAcylation of NF-κB p65 and NFATc1

Next, we wanted to determine the underlying mechanism of OSMI-1. Since NF-κB p65 and NFATc1 could be O-GlcNAcylated by OGT in T and B lymphocytes [14,15], we tested whether OSMI-1 affected NF-κB p65 and NFATc1 O-GlcNAcylation during osteoclast differentiation. The O-GlcNAcylated NF-κB p65 level significantly increased (more than quadrupled) during osteoclast differentiation (Figure 3A). The binding between NF-κB p65 and Ogt was observed upon RANKL stimulation, and NF-κB p65’s binding affinity was not affected by OSMI-1 (Figure 3B). As with NF-κB p65, NFATc1 was O-GlcNAcylated upon RANKL treatment; however, OSMI-1 reduced the O-GlcNAcylated NFATc1 level (Figure 3C). Still, OSMI-1 did not affect the binding between NFATc1 and Ogt (Figure 3D). The decrease in NF-κB p65 and NFATc1 O-GlcNAcylation reduced the translocation of both TFs to the nucleus (Figure 3E,F). These data suggest that OSMI-1 inhibits the O-GlcNAcylation of NF-κB p65 and NFATc1, affecting their translocation to the nucleus and interfering with osteoclast transcription programs. 

### 2.4. Ogt Knockdown Mimics the Effects of OSMI-1

Next, we knocked down Ogt using a specific shRNA. The loss of Ogt reduced the overall level of O-GlcNAcylation. The Ogt and NFATc1 expressions were significantly decreased, comparable to the OSMI-1 treatment effect (Figure 4A,B). The NFATc1, Mmp9, and Ctsk expressions were also downregulated (Figure 4C) and TRAP-positive osteoclasts were reduced upon Ogt knockdown (Figure 4D). The translocation of the NFATc1 into the nucleus was also inhibited by the loss of Ogt (Figure 4E), showing that Ogt is a critical regulator during RANKL-mediated osteoclast differentiation.

### 2.5. Ogt Inhibition Shows a Synergistic Effect with Bone Target Therapy on Osteoclastogenesis

To provide insights into clinical applications, we compared our method with the most popular bone target therapy drug, zoledronic acid [37]. The effect on the osteoclast differentiation was more dramatic in combination conditions without proliferation defects (Figure 5A,B). The NFATc1, Mmp9, and Ctsk expressions also followed TRAP-staining results (Figure 5C), suggesting that Ogt could be a promising combination target with current bone target therapy.

## 3. Discussion

In this study, we have demonstrated that HBP is activated, increasing global O-GlcNAcylation during RANKL-mediated osteoclast differentiation. The O-GlcNAcylation inhibition by a small-molecule inhibitor reduces osteoclast differentiation in vitro and in vivo by interfering with the translocation of TFs, NF-κB p65, and NFATc1 into the nucleus. Furthermore, Ogt deficiency confers a synergistic effect with bone target therapy on osteoclastogenesis. These findings suggest that targeting O-GlcNAcylation during osteoclast differentiation is a valuable therapeutic approach for bone-related diseases. In the near future, microcomputed tomography analysis could be desirable to determine precise bone changes, including changes in bone volume, bone mineral density, and trabecular thickness. Although the LPS-induced bone loss model is convenient for rapid analysis of osteoclast differentiation in vivo, long-term administration of OSMI-1 using an ovariectomized mouse bone loss model appears to be necessary; for this, evaluating the effects of the precise protein O-GlcNAcylation using osteoclast-specific knockouts of Ogt is worthwhile.

Cell differentiation proceeds by coordinating transcriptional networks that depend on nutrient and metabolite utilization. O-GlcNAcylation is the most nutrient-sensitive PTM because it requires UDP-GlcNAc, the end product of the HBP. The HBP generates UDP-GlcNAc by incorporating metabolites from carbohydrates, amino acids, lipids, and nucleotides. A few studies have demonstrated the impacts of HBP and protein O-GlcNAcylation on cell differentiation. HBP is favorable for adipocytes, chondrocytes, and corneal epithelial cell differentiation [38,39,40,41] but has a negative effect on embryonic cell differentiation to neuronal lineage, hematopoiesis, and skeletal myogenesis [42,43,44]. In this study, we reported the HBP is activated and that increased O-GlcNAcylation is essential for osteoclast differentiation. Furthermore, the O-GlcNAcylation of p65 and NFATc1 may be accompanied by p65 phosphorylation and p65 and NFATc1 acetylation, considering the increased transcriptional activity [14,22,45,46,47]. In the future, it will be of interest to investigate whether increased O-GlcNAcylation plays a notable role in other histone PTMs in the regulatory regions of osteoclast-specific genes and how Ogt and Oga integrate nutrients and metabolite states into chromatins with other epigenetic modifiers.

Our findings on the role of O-GlcNAcylation in osteoclasts contradict a few previous reports. For example, increased O-GlcNAcylation by an Oga inhibitor, O-(2-acetamido-2-deoxy-d-glucopyranosylidene) amino-N-phenylcarbamate (PUGNAc), or a glucosamine treatment in Raw264.7 cells inhibits osteoclast differentiation and activity [48,49,50]. This discrepancy could be due to the different cellular contexts and the off-target effects of the different treatments; however, this ironical observation reminds us of the “optimal zone” of O-GlcNAcylation [10]. Given that O-GlcNAcylation is vital for the spatiotemporal regulation of cellular processes, cells seem to have a highly sophisticated regulatory system for O-GlcNAcylation homeostasis [10]. Ogt could regulate Oga transcription and Oga activity post-translationally through O-GlcNAcylation and vice versa [51,52,53]. This mutual regulation helps to optimize the O-GlcNAcylation levels in cells; therefore, any manipulation to exit the buffering zone could interfere with the process. Nevertheless, global O-GlcNAcylation gradually increases during osteoclast differentiation and the Ogt inhibition by OSMI-1 and the *Ogt* knockout both decrease osteoclastogenesis in vitro and in vivo with a defined molecular mechanism. Thus, the O-GlcNAcylation inhibition is a better strategy than O-GlcNAcylation activation to interfere with osteoclast differentiation. 

In terms of the clinical application aspects, the effects of combination therapy with other promising bone target drugs such as denosumab should be evaluated [54]. Furthermore, many cancers can spread to the bone, and bone metastasis causes serious problems [55]. Notably, Ogt is overexpressed in many cancers and there is a positive relationship between the Ogt expression level and cancer metastatic progression [56]; therefore, the evaluation of the effects of Ogt inhibition on cell-signaling-targeting drugs such as gefitinib [57] and everolimus [58] in the context of bone metastasis could offer valuable insights that could help in developing promising therapies.

## 4. Materials and Methods

### 4.1. Isolation and Osteoclast Differentiation

C57BL/6 male mice at 5 weeks of age were purchased from Orientbio inc. (Orientbio, Gyeonggi-do, Korea). After mice were sacrificed, the whole bone marrow cells were isolated from femurs and tibias. The whole bone marrow cells were cultured in complete α-MEM medium (minimum essential medium alpha (α-MEM) with 10% fetal bovine serum (FBS; Welgene, Gyeongsangbuk-do, Korea), 2 mM L-glutamine (Gibco, Waltham, MA, USA), and 100 units/mL penicillin streptomycin (GenDEPOT, Barker, TX, USA)) for 24 h. Floating cells were cultured in complete α-MEM medium with 30 ng/mL macrophage-colony-stimulating factor (M-CSF) (ProSpec, Ness Ziona, Israel) for 72 h. After 72 h, the attached cells were used as bone-marrow-derived macrophages (BMMs) and seeded into 96-well plates at 1.5 × 10^4^ cells/well and 35 mm plate at 5.0 × 10^5^ cells/plate, then cultured in complete α-MEM medium with 30 ng/mL M-CSF and 100 ng/mL receptor activator of NF-kappaB ligand (RANKL) (ProSpec, Ness Ziona, Israel) with glutamine (Gibco, Waltham, MA, USA), UDP-GlcNAc (Sigma-Aldrich, St. Louis, MO, USA), zoledronic acid (Sigma-Aldrich, St. Louis, MO, USA), or OSMI-1 (Sigma-Aldrich, St. Louis, MO, USA) for 96 h.

### 4.2. TRAP Staining and Actin Belt Formation Assay

To identify actin belts in mature osteoclasts, the BMMs cultured in 96-well plates were fixed with 4% paraformaldehyde, pemeabilized with 0.1% Triton X-100, and stained with a rhodamine–phalloidin kit (Invitrogen, Carlsbad, CA, USA). TRAP activity in mature osteoclasts was confirmed with the leukocyte acid phosphatase kit (Sigma-Aldrich, St. Louis, MO, USA) TRAP-positive cells that contained more than three nuclei were counted as mature osteoclasts. The actin belt formation and TRAP-positive osteoclasts were scanned using a microscope (Olympus IX71; Olympus Corporation, Tokyo, Japan).

### 4.3. Cell Viability Assay 

To measure the cell viability of mature osteoclasts, BMMs were seeded into 96-well plates at 1.0 × 10^4^ cells/well in complete α-MEM medium with 30 ng/mL M-CSF and 100 ng/mL RANKL for 96 h. After 96 h, the medium was replaced with a new one composed of 90 μL of α-MEM and 10 μL of Cell Counting Kit-8 (CCK-8; Dojindo, Ningbo, China), then the cells were further incubated for 1 h. After these steps, the absorbance was measured at 450 nm, as specified in the manufacturer’s instructions.

### 4.4. Bone Resorption Assay 

To measure the resorption activity of mature osteoclasts, BMMs were seeded into Osteo Assay surface plates (Corning, Tewksbury, MA, USA) at 2.0 × 10^4^ cells/well in complete α-MEM medium with 30 ng/mL M-CSF and 100 ng/mL RANKL for 96 h. After 96 h, to remove the cells, plates were incubated with 6% sodium hypochlorite solution and washed with distilled water. Then, the washed plates were air-dried. The resorption area was measured with Adobe Photoshop CS6 (Adobe, San Jose, CA, USA).

### 4.5. Lentiviral-Mediated Gene Transduction

The shOgt constructs were purchased from Sigma-Aldrich. Letivirus production was synthesized using MISSION lentiviral packaging mix (#SHP001, Sigma-Aldrich, St. Louis, MO, USA). Lentiviral particles were produced by transfection of 293T cells using lipofectamine 2000 transfection method. The 293T cells were cultured to 60~70% confluency and letivirus production was stimulated in the cells. After 24 h, the transfection medium was changed, recombinant lentiviruses were harvested at 24 and 48 h, filtered through 0.45 µM PVDF membrane filters, concentrated using a Centricon plus-20 filter device, then aliquoted and stored at −80 °C until needed. The BMMs were seeded in 100 mm plates at 3.5 × 10^6^ cells/plate with 30 ng/mL M-CSF and infected with the filtered letivirus product. After 24 h, infected BMMs were selected with 5 μg/mL puromycin for 24 h and cultured in complete α-MEM medium with 30 ng/mL M-CSF and 100 ng/mL RANKL.

### 4.6. RNA Extraction and RT-qPCR

Total RNA was extracted using TRIzol reagent (#17061, iNtRON, Gyeonggi-do, Korea). The RNA samples were adjusted to the same concentration and reverse-transcribed using a high-capacity cDNA reverse transcription kit (#4368813, Applied Biosystems, Waltham, MA, USA). The cDNA samples were analyzed using a Cycler^®^ 480 II with LightCycler^®^ 480 SYBRGreenI master mix (#04887352001, Roche Diagnostics, Basel, Swiss), according to the manufacturer’s instructions. The RT-qPCR analysis was performed with an initial denaturation step of 5 min at 95 °C, followed by 45 cycles at 95 °C for 10 s, 60 °C for 10 s, and 72 °C for 10 s. Quantification of RNA values was determined automatically using the LightCycler^®^ 480 program (Roche Diagnostics, Basel, Switzerland). The RT-qPCR primer sequences used were as follows in the table below (Table 1).

### 4.7. Western Blot

The BMMs were lysed with RIPA buffer (50 mM Tris-HCL, pH 8.0, 150 mM NaCl, 1% Nonider P-40, 0.5% sodium deoxycholate, 0.1% SDS, and 1 mM EDTA) containing protease and phosphatase inhibitors. The lysates were centrifuged at 15,000× *g* for 10 min at 4 °C and the supernatants were transferred to a new tube. Depending on the experiment, 30 μg of whole-cell extract was separated by SDS-PAGE on 10% gels and transferred to nitrocellulose membranes. The membranes were blocked with 5% skim milk for 1 h at room temperature. After blocking, the membranes were incubated with anti-O-GlcNAc (#ab2739, 1:500Abcam, Cambridge, UK), anti-Ogt (#24083, 1:1000, Cell Signaling Technology, Danvers, MA, USA), anti-NFATc1 (SC-7294, 1:500, Santa Cruz Biotechnology, Dallas, TX, USA), anti-p65 (#8242, 1:1000, Cell Signaling Technology, Danvers, MA, USA), anti-p-p65 (#3036, 1:1000, Cell Signaling Technology, Danvers, MA, USA), anti-IκBα (#9242, 1:1000, Cell Signaling Technology, Danvers, MA, USA), anti-p-IκBα (#9246, 1:1000, Cell Signaling Technology, Danvers, MA, USA), anti-ERK1/2 (#9102, 1:1000, Cell Signaling Technology, Danvers, MA, USA), anti-p-ERK1/2 (#9106, 1:1000, Cell Signaling Technology, Danvers, MA, USA), anti-p38 (#9212, 1:1000, Cell Signaling Technology, Danvers, MA, USA), anti-p-p38 (#9215, 1:1000, Cell Signaling Technology, Danvers, MA, USA), anti-JNK (#9252, 1:1000, Cell Signaling Technology, Danvers, MA, USA), anti-p-JNK (#9251, 1:1000, Cell Signaling Technology, Danvers, MA, USA), anti-Akt (#9272, 1:1000, Cell Signaling Technology, Danvers, MA, USA), anti-p-Akt (#9275, 1:1000, Cell Signaling Technology, Danvers, MA, USA), anti-tubulin (#T9028, 1:2000, Sigma-Aldrich, St. Louis, MO, USA), anti-H3 (#ab1791, 1:2000, Abcam, Cambridge, UK), anti-β-actin (#4967, 1:2000,Cell Signaling Technology, Danvers, MA, USA), and anti-IgG (#31190, Thermo Fisher Scientific, Waltham, MA, USA) overnight at 4 °C. The membranes were washed with TBS-T and probed with an HRP-conjugated secondary antibody (#7074, 1:5000, Cell Signaling Technology, Danvers, MA, USA) in 5% skim milk for 1 h at room temperature. Following washing with TBS-T, the membranes were visualized using an enhanced chemiluminescence detection kit following exposure on an LAS-3000 image detection system (Fujifilm, Tokyo, Japan).

### 4.8. Immunoprecipitation

The osteoclasts were lysed with RIPA buffer (50 mM Tris-HCL, pH 8.0, 150 mM NaCl, 1% NP-40, 0.5% sodium deoxycholate, 0.1% SDS, and 1 mM EDTA) containing protease and phosphatase inhibitors. After centrifugation, 1 mg of the lysates was incubated with antibodies for 3 h at 4 °C, followed by subsequent incubation with A- or G-agarose beads for an additional 16 h at 4 °C. The incubated samples were washed twice with PBS and eluted with SDS sample buffer (10 mM Tris-HCl, 2% SDS, 10% glycerol, and 5% 2-mecaptoethanol). The samples were separated by SDS-PAGE, followed by Western blot analysis.

### 4.9. Cytoplasmic Extract and Nuclear Extraction

The osteoclasts were lysed with cytoplasmic extraction buffer (10 mmol/L HEPES, pH 7.9, 50 mmol/L NaCl, 0.5 M sucrose, 0.1 mmol/L EDTA, 0.5% Triton X-100, and 1 mmol/L DTT) containing protease and phosphatase inhibitors. The lysates were centrifuged at 1500× *g* for 10 min at 4 °C, then the supernatants were transferred to a new tube. The remaining pellet was lysed with RIPA buffer (CellNest, #CNR001-0100) containing protease and phosphatase inhibitors for nuclear extraction. The lysates were centrifuged at 15,000× *g* for 20 min at 4 °C, then the supernatants were transferred to a new tube. The samples were separated by SDS-PAGE, followed by Western blot analysis.

### 4.10. Calvarial Bone Destruction Assay

C57BL/6 male mice at 5 weeks of age were injected with 25 mg/kg of LPS subcutaneously over the calvaria. After 24 h, 10 mg/kg/day of OSMI-1 was injected for 6 days. Then, calvariae were separated and stained using a leukocyte acid phosphatase kit. To determine TRAP-positive cell counts, calvarial tissue samples were fixed in 4% paraformaldehyde in PBS for 6 days at 4 °C, decalcified in 14% EDTA and 9% NH4OH solution (28%) in distilled water for 7 days at room temperature, then embedded in paraffin. Serial 5 μm paraffin sections were stained for TRAP by using the leukocyte acid phosphatase kit and counterstained with hematoxylin.

### 4.11. Transcriptome Analysis

Total RNA was amplified and purified using the Target Amp-Nano Labeling Kit for the Illumina Expression Bead Chip to yield biotinylated cRNA according to the manufacturer’s instructions. Detection of array signals was carried out using Amersham fluorolink streptavidin-Cy3 according to the bead array manual. Arrays were scanned with a bead array reader and confocal scanner according to the manufacturer’s instructions. The quality of hybridization and overall chip performance were monitored manually by visual inspection of internal quality control checks and the raw scanned data. Raw data were extracted using Illumina GenomeStudio v2011.1, Gene Expression Module V.1.9.0. (Illumina, San Diego, CA, USA) Array probes were logarithm-transformed and normalized using the quantile method. The Gene Expression Omnibus accession number for this array is GSE176265.

### 4.12. Statistical Analysis

The results are expressed as the means ± standard errors of the mean. The majority of statistical comparisons were calculated using Student’s *t*-test followed by Bonferroni’s post hoc test using GraphPad Prism software version 8 (GraphPad Software, Inc., La Jolla, CA, USA). Here, *p* < 0.05 was considered to indicate a statistically significant difference.

## Figures and Tables

**Figure 1:**
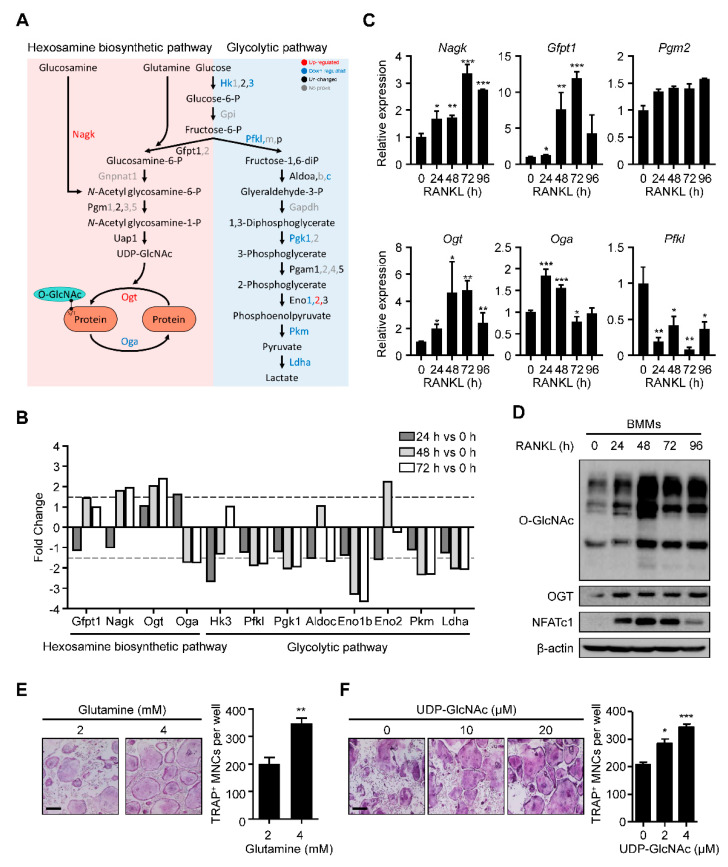
O-GlcNAcylation is required for RANKL-mediated osteoclast differentiation. (**A**) The transciptome data (GSE176265) showed relative mRNA expression levels of the glycolytic pathway and HBP during osteoclast differentiation. (**B**) The fold changes of the HBP and glycolytic pathway genes are illustrated on a graph. Dotted lines represent 1.5-fold differences. (**C**) Relative mRNA expression levels of HBP during osteoclast differentiation, as measured by RT-qPCR. (**D**) The RANKL-induced global O-GlcNAcylated protein and Ogt protein levels, as confirmed by Western blot analysis. (**E**) High amounts of glutamine (4 mM) increased the TRAP-positive multinuclear cells compared with low amounts of glutamine (2 mM). The TRAP-specific mature osteoclasts were counted (left panel). Scale bar, 200 μm. (**F**) High amounts of UDP-GlcNAc, the end product of HBP, increased the TRAP-specific mature osteoclasts compared with the control culture. The TRAP-specific mature osteoclasts were counted (left panel). Scale bar, 200 μm. Statistical data are presented as the means ± S.E.M. (* *p* < 0.05, ** *p* < 0.01 and *** *p* < 0.001, as measured by Student’s *t*-test).

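The enzymes of the glycolytic pathway did not move alike. Hexokinase 3 (Hk3) was 2.69-fold lower at 24 h and 1.34-fold lower at 48 h, and its difference at 72 h did not pass the test (1.06-fold higher, adjusted p = 0.0975 from limma). Hk1 was 1.42-fold higher at 24 h (adjusted p = 1.98e-08), and at 48 h and 72 h its adjusted p was 0.084 and 0.699. The aldolase gene Aldoa was 1.31-fold, 1.37-fold and 1.29-fold lower at 24, 48 and 72 h, whereas Aldoc was 1.56-fold lower at 24 h, 1.09-fold higher at 48 h (adjusted p = 0.0289) and 1.72-fold lower at 72 h. Gapdh, often used as a reference gene, was 1.16-fold, 1.91-fold and 2.15-fold lower. Pgk1 and Pgam1, which act on the phosphoglycerates, were 2.07-fold and 1.81-fold lower at 48 h. Of the enolase genes, Eno1b was 1.51-fold, 3.13-fold and 3.33-fold lower at 24, 48 and 72 h, while Eno2 was 1.62-fold lower at 24 h and then 2.28-fold and 3.74-fold higher. Eno3 was 1.16-fold lower at 24 h, 1.28-fold higher at 48 h and 1.18-fold higher at 72 h.

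Of the other phosphofructokinase genes, Pfkm was 1.11-fold lower at 24 h (adjusted p = 0.0261) and 1.1-fold higher at 48 h (adjusted p = 0.0369). Pfkp was 1.31-fold lower at 48 h (adjusted p = 5.64e-08), but its probe with the second-highest signal gave log2 fold changes of 0.25 at 48 h and 0.36 at 72 h, so its direction is uncertain. Pgam5, a mitochondrial phosphatase related to the mutases, was 1.15-fold higher at 24 h and 1.11-fold lower at 48 h and at 72 h. Reaching the dotted line of 1.5-fold in Fig. 1B, 5 of the 16 glycolytic enzymes were lower and 0 higher at 24 h, and 7 were lower and 1 higher at 48 h. Of the enzymes of the hexosamine pathway and O-GlcNAc cycling, 2, Nagk and Ogt, were higher and 0 lower by 1.5-fold or more at 48 h. Gfpt1, Pgm1 and Uap1 did not reach 1.5-fold. With other scalings or probe choices the log2 change of Hk3 at 72 h was -0.14 and passed (75th percentile scaling), and calls ended for Aldoc at 48 h (75th percentile scaling 0.02, median scaling 0.04, the authors' processed values 0.08, and no filter on dim probes), Pfkm at 24 h and 48 h (median scaling -0.10 and 0.10, the authors' processed values, the mean of the kept probes), and at 48 h alone with 75th percentile scaling, no filter and its second-highest probe, Eno3 at 24 h (median scaling -0.11 and the authors' processed values -0.11) and Pgam5 at 24 h (75th percentile scaling 0.09), while with Bonferroni adjustment of the methods' t-test no call was left for Aldoa, Eno3, Pfkm, Pfkp and Pgam5 at any time, for Hk1, Eno1b and Gapdh at 24 h and for Aldoc at 48 h. Leaving out 1 replicate brought Hk3 at 72 h past the threshold (0.12 without replicate 5) and ended the calls of Aldoc at 48 h (0.10, 0.10 and 0.12 without replicate 2, 4 or 6), Pfkm at 24 h (-0.13 and -0.15 without replicate 1 or 5) and at 48 h (0.14, 0.11, 0.13 and 0.15 without replicate 1, 2, 3 or 5) and Pgam5 at 48 h and 72 h (-0.13 and -0.12 without replicate 1).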

**Figure 2:**
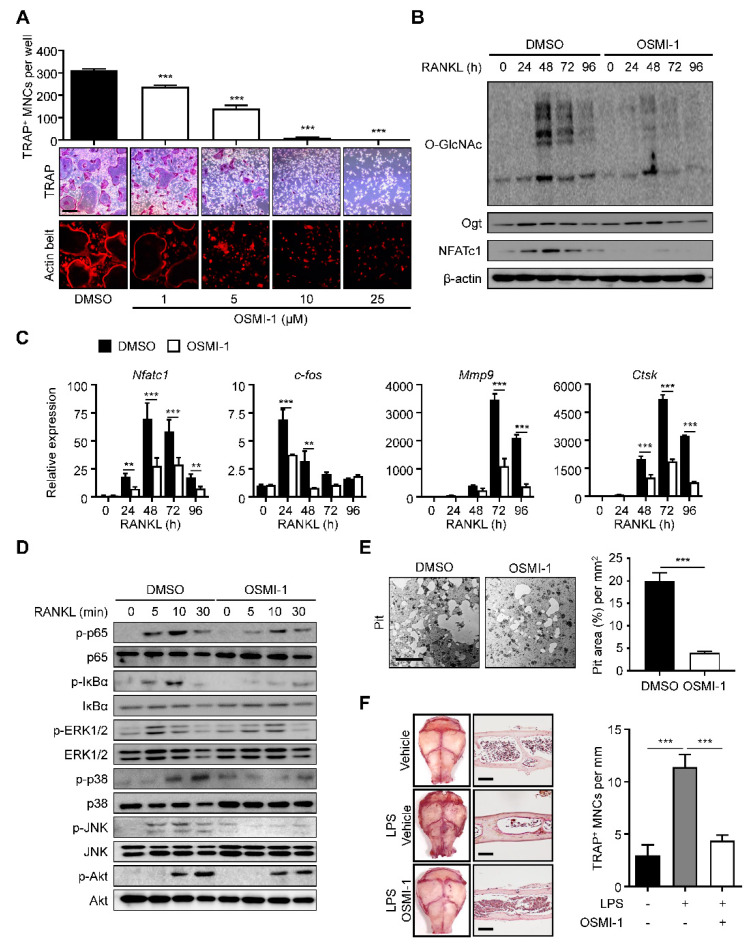
OSMI-1 inhibits RANKL-mediated osteoclastogenesis. (**A**) BMMs were incubated with M-CSF (30 ng/mL) and RANKL (100 ng/mL) in the absence or presence of OSMI-1. After 4 days, the TRAP-specific mature osteoclasts and actin belt formation were decreased by OSMI-1 in a dose-dependent manner. Scale bar, 200 μm. (**B**) The global O-GlcNAcylation, Ogt, and NFATc1 levels were measured by Western blot analysis. The global O-GlcNAcylated protein and NFATc1 expression levels were inhibited by 5 μM OSMI-1. (**C**) Relative mRNA expression levels of osteoclast markers, as measured by RT-qPCR. The mRNA ex-pression levels were decreased by 5 μM OSMI-1 during osteoclast differentiation. (**D**) Relative phosphorylation levels of the RANKL-stimulated activating signaling, as measured by Western blot analysis. (**E**) BMMs were placed on calcium-phosphate-coated plates and cultured with M-CSF (30 ng/mL) and RANKL (100 ng/mL) in the absence or presence of 5 μM OSMI-1. After 96 h, bone-resorbed areas were quantified. Scale bar, 100 μm. (**F**) Representative images of TRAP-stained surfaces and sections of calvaria tissue in a vehicle or 10 mg/kg/day OSMI-1-treated mice, into which 25 mg/kg LPS was injected. The number of TRAP-specific mature osteoclasts from stained calvaria tissue samples (left panel). Scale bar, 100 μm. Statistical data are presented as the means ± S.E.M. (** *p* < 0.01 and *** *p* < 0.001, as measured by Student’s *t*-test).

**Figure 3:**
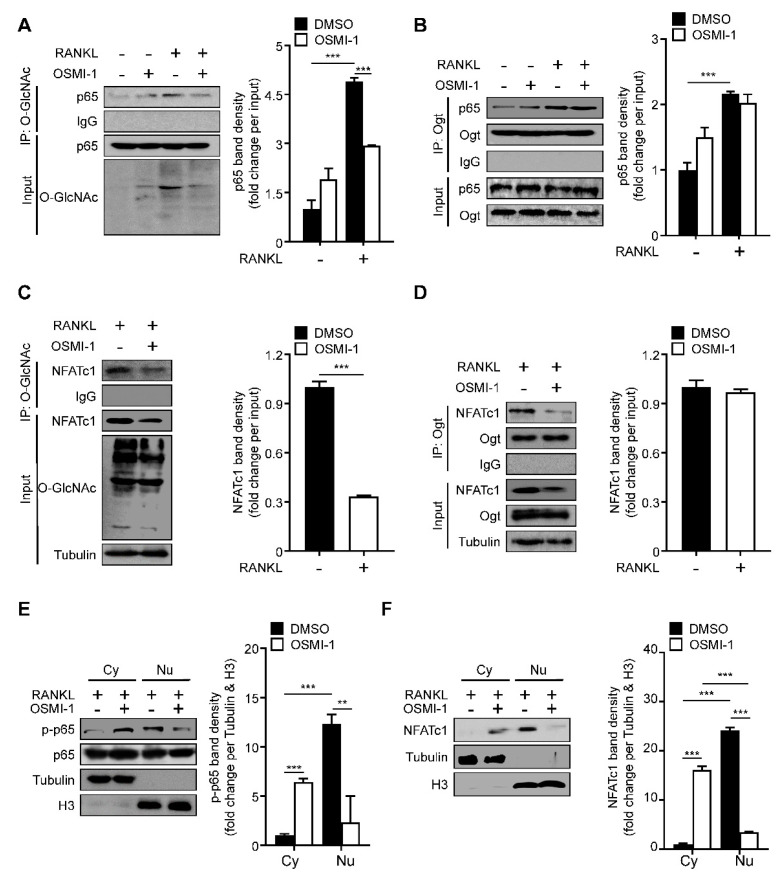
RANKL-induced p65 and NFATc1 O-GlcNAcylation are required for translocation to the nucleus. (**A**,**B**) BMMs were incubated with M-CSF (30 ng/mL) and RANKL (100 ng/mL) in the absence or presence of 5 μM OSMI-1 for 5 min. Western blot analysis of O-GlcNAc, Ogt, or p65 was performed after immunoprecipitation using O-GlcNAc or Ogt antibodies (right panel). The immunoprecipitation band density was quantified (left panel). (**C**,**D**) BMMs were incubated with M-CSF (30 ng/mL) and RANKL (100 ng/mL) in the absence or presence of 5 μM OSMI-1 for 48 h. Western blot analysis of O-GlcNAc, Ogt, or NFATc1 was performed after immunoprecipitation using O-GlcNAc or Ogt antibodies (right panel). The immunoprecipitation band density was quantified (left panel). (**E**) Cytosolic and nuclear proteins were extracted for BMMs in the absence or presence of 5 μM OSMI-1 for 5 min to determine translocation of p-p65 (right panel). The band density was quantified (left panel). (**F**) Cytosolic and nuclear proteins were extracted for BMM in the absence or presence of 5 μM OSMI-1 for 48 h to determine translocation of NFATc1 (right panel). The band density was quantified (left panel). Statistical data are presented as the means ± S.E.M. (** *p* < 0.01 and *** *p* < 0.001, as measured by Student’s *t*-test).

**Figure 4:**
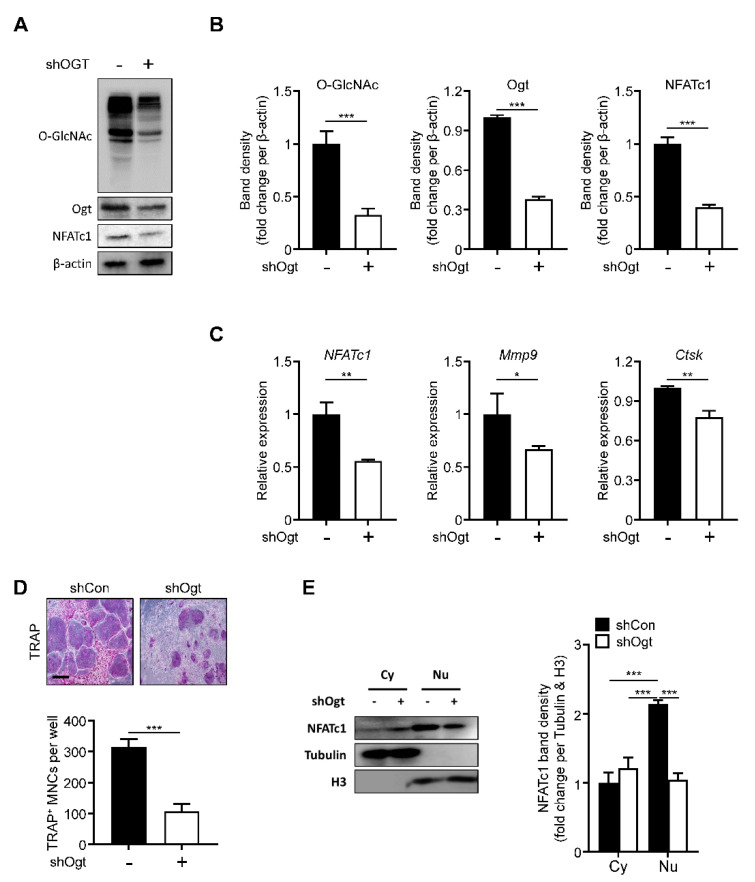
Ogt knockdown inhibits osteoclastogenesis. Infection of BMMs was performed with Ogt-targeted and control shRNA. After 48 h, the protein and mRNA expression levels were determined by (**A**) Western blot, (**B**) band density, and (**C**) RT-qPCR. (**D**) After 96 h, the TRAP-positive multinuclear cells were decreased by shOgt. Scale bar, 200 μm. (**E**) Cytosolic and nuclear proteins were extracted for infected BMMs by shOgt for 48 h to determine translocation of NFATc1. The band density was quantified (left panel). Statistical data are presented as the means ± S.E.M. (* *p* < 0.05, ** *p* < 0.01 and *** *p* < 0.001, as measured by Student’s *t*-test).

**Figure 5:**
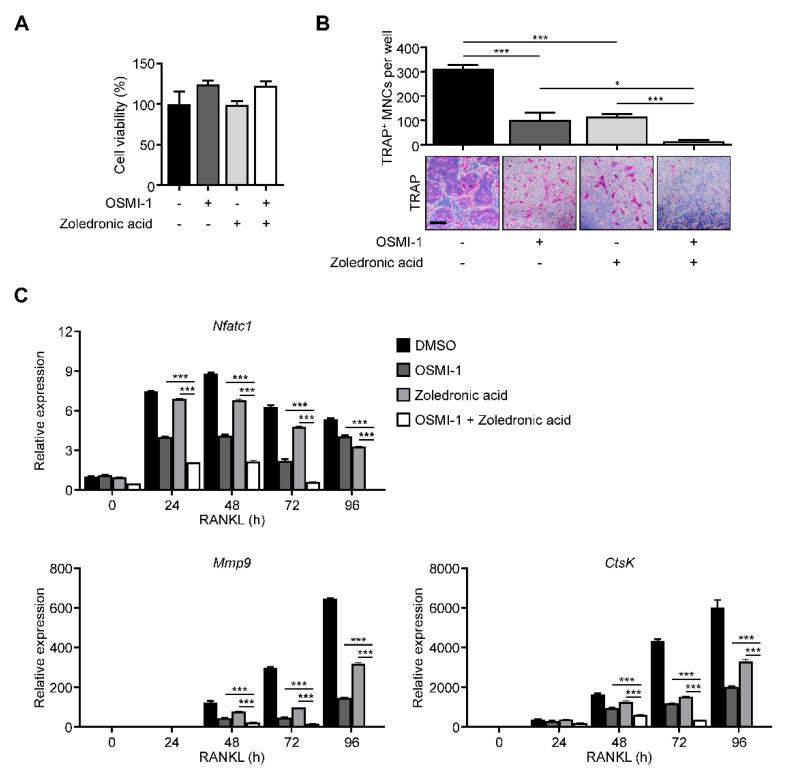
OSMI-1 enhances the effects of bone-targeted therapy on osteoclastogenesis. (**A**) Cell viability and (**B**) TRAP-specific mature osteoclasts with the drug combination of 5 μM OSMI-1 and 1 μM zoledronic acid during osteoclast differentiation, as analyzed by CCK-8 assay and TRAP staining. Scale bar, 200 μm. (**C**) Relative mRNA expression levels of osteoclast markers were measured using RT-qPCR for the drug combination of 5 μM OSMI-1 and 1 μM zoledronic acid. Statistical data are presented as the means ± S.E.M. (* *p* < 0.05 and *** *p* < 0.001, as measured by Student’s *t*-test).

**Table 1:** PCR primers used in this paper.

Gene		Primer Sequences
c-fos	Forward Reverse	5′-ATCCGAAGGGAACGGAATAA-3′ 5′-TGGGCTGCCAAAATAAACTC-3′
Ctsk	Forward Reverse	5′-AGGCATTGACTCTGAAGATGCT-3′ 5′-TCCCCACAGGAATCTCTCTG-3′
Gfpt1	Forward Reverse	5′-GGAAAAGTTAAGGCACTGGATG-3′ 5′-GGGGGTGACTATTGACAGGA-3′
Mmp9	Forward Reverse	5′-TGTCATCCAGTTTGGTGTCG-3′ 5′-AATGGGCATCTCCCTGAAC-3′
Nagk	Forward Reverse	5′-TTGATTCCATCGACAACCTG-3′ 5′-CTGGCAAAATCCAGCAAACT-3′
NFATc1	Forward Reverse	5′-GCCTTTTGCGAGCAGTATCT-3′ 5′-TCATAGTGAGCCCTGTGGTG-3′
Oga	Forward Reverse	5′-CAGTACCTGGGAGAGCCAGA-3′ 5′-GTCCAAAGCACCTCAATTCC-3′
Ogt	Forward Reverse	5′-CATGCAGCTCTGGAGACAAG-3′ 5′-TGTCGATAATGCTCGATTGC-3′
Pfkl	Forward Reverse	5′-AAGAAGTAGGCTGGCACGAC-3′ 5′-GCAGGGCGTGAATACCATAG-3′
Pgm2	Forward Reverse	5′-AACAGCTCATTGCTGGAGGT-3′ 5′-GCAAAATCCCTGTGTGGTCT-3′
β-actin	Forward Reverse	5′-AAGTGTGACGTTGACATCCG-3′ 5′-GATCCACATCTGCTGGAAGG-3′

## Data Availability

The transcriptome analysis data were deposited in the NCBI*’*s Gene Expression Omnibus under GEO: GSE176265.

How the deposited data were processed for this re-analysis (not part of the article)

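Transcript levels were measured on Illumina mouse bead arrays in BMMs at 0, 24, 48 and 72 h of RANKL, with 6 arrays at each time and 24 in all. Every sample was mapped to its time and replicate number from its labels, and the time course matches the paper's. The authors extracted the deposited signal intensity of each probe, and its detection p-value, with Illumina GenomeStudio. The signals are not normalized between arrays, and the lowest is 26.5, so no background was subtracted from them. The detection p-values deposited by the authors have 936 steps and never rise as the signal rises, as checked on each array. A second table of the authors' processed values on a log2 scale ranks the probes of each array as the signals do, has medians of 1.90 to 1.99 per array, and is not quantile normalized. Its values rise with the log2 signal at slopes of 0.9933 to 0.9936, which division of each array by a constant alone does not give. How it was made is not stated in the sources used here. The paper describes RNA labelling with a different kit from that in the labels. All columns of the tables have a sample.

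For the results, the log2 signals were quantile normalized over all 24 arrays with limma 3.58.1 in R 4.3.3, with no further background correction. The annotation used here gives 1 gene symbol for 34885 of 45281 probes, several for 18 and none for 10378. Of the probes with 1 symbol, 34807 were found by Entrez ID among the genes listed for assembly GRCm38.p6, and 0 symbols changed. Probes with a detection p under 0.05 on at least 3 of the 6 arrays of some time were kept. Of the 18346 kept probes, 15558 name 1 gene, and a gene is represented by the kept probe with the highest mean signal. This choice matters for the 3834 genes with over 1 kept probe. Folds of probes that were detected on no array of a time are given as a lower bound, at least N-fold, against the higher of the probe's own signal and the lowest detected signal of each array. Pearson's r between arrays of the same time was 0.994 to 0.998 over the 9917 genes tested, and the number of arrays limits the precision.

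Each gene was fitted with limma (lmFit, contrasts and eBayes with a trend) over the 4 times, which share 1 estimate of the spread with 20 residual degrees of freedom, and p-values were adjusted by the Benjamini-Hochberg method over 9917 genes. Gene lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, and adjusted over the 75 pairs of 25 lists and 3 times. The lists, the rule for the genes named and the alternatives were fixed before the data were examined, with the paper's figures already seen. That rule takes the enzymes of Fig. 1A and Fig. 1B and the genes the paper names for its time course. It also takes, for each time against 0 h, the 5 genes with the largest rise and the 5 with the largest fall among those whose arrays do not overlap those at 0 h, and up to 2 rising, 2 falling and 2 unpassed members of each list described. Unnamed clones are left out. The lists of glycolytic and hexosamine enzymes were read from the drawing in Fig. 1A, so textbook lists were added as an alternative after the data were seen. In the annotation used here, 4 further glycolytic enzymes drawn in Fig. 1A have no probe paired and are not analysed here.

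The alternatives were normexp background correction, the authors' processed values, median and 75th percentile scaling, no filter and a strict filter on dim probes, the mean of the kept probes and the second-highest probe, eBayes without trend, the methods' t-test with Bonferroni and with Benjamini-Hochberg adjustment, the 12 arrays of the times compared, array weights, the replicate number as a block, each replicate number left out, fold thresholds of 1.5 and 2, and the other list tests. The Bonferroni adjustment ran over the 9917 genes of each comparison, a choice made here. Data were simulated with the means and spreads of the real 9917 genes, and 200 genes were changed at 48 h. The fit called 78% of those changed 1.2-fold and 100% of those changed 1.5-fold, 2-fold or 4-fold. Of its 200 calls, 11 were unchanged genes. The simulated noise was independent between genes and arrays, whereas the real arrays deviate together in part. In the real data 67.0% to 73.5% of the genes passed against 0 h, so these rates do not carry over to the real fit. Figures were drawn with matplotlib 3.10.9.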

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

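The tests of the neutrophil genes were chosen after the fall of their list was seen. In 18 of 327 groups of 6 arrays (5.50%), the array farthest from the rest lay beyond Dixon's critical value, and chance gives about 1 in 20. In log2 signal, the arrays below the rest of their group were Eno3 at 72 h in replicate 3 (8.07, the others 8.25 to 8.35), Fos at 24 h in replicate 3 (11.84, the others 12.16 to 12.34), Ctsk at 48 h in replicate 3 (14.38), Clec7a at 72 h in replicate 4 (12.79), Cmas at 24 h in replicate 3 (11.42), Mgat1 at 24 h in replicate 1 (7.93), Ndufb9 at 72 h in replicate 4 (8.14), Idh1 at 72 h in replicate 3 (12.63), and at 0 h Ctsa in replicate 2 (9.93), H2-M2 in replicate 3 (6.48), Slc35a3 in replicate 5 (8.17), Amdhd2 in replicate 3 (11.81) and Cxcl12 in replicate 4 (7.38). Arrays above the rest were Dpagt1 at 24 h in replicate 3 (12.30), Rpe at 48 h in replicate 4 (8.99), Birc5 at 72 h in replicate 4 (7.83), and at 0 h Slc2a6 in replicate 4 (12.17) and Slc38a1 in replicate 6 (8.35).

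Some enzymes and markers changed from 0 h in opposite directions at different times, and the times differed by limma's test. From 24 h to 48 h the log2 change was 1.05 for Nagk, 1.89 for Eno2, 0.77 for Aldoc, 0.78 for Gfpt1, -0.35 for Pgam5, 0.56 for Eno3, 0.29 for Pfkm and -2.89 for Fos. From 24 h to 72 h it was 1.02 for Nagk, 2.60 for Eno2, -0.35 for Pgam5, 0.45 for Eno3 and -2.3 for Fos, and from 48 h to 72 h it was -0.91 for Aldoc. The largest adjusted p of these was 4.92e-05, for Pfkm. Opposite directions from 0 h are not settled for Pfkm and Aldoc, whose calls at 48 h held under 8 and 12 of 20 alternatives, or for Gfpt1, whose second-highest probe had a log2 change of -0.13 at 48 h. The calls at 24 h held under 17 of 20 for Nagk, 17 for Eno3 and 18 for Pgam5. For Nagk most of these alternatives used the same probe. Its other probes were 1.07-fold lower, 1.08-fold lower and 1.06-fold higher at 24 h, so opposite directions from 0 h are not settled for Nagk either. Some lists differed between times too, by camera on the difference itself. The median log2 change from 24 h to 48 h was -0.58 for the genes of glutamine, acetyl-CoA and pyrimidine nucleotide supply, 0.56 for the subunits of the vacuolar ATPase, -2.48 for cell cycle genes and 1.86 for MHC class II and dendritic cell genes (limma's camera, largest unadjusted p = 0.000912). For the supply genes neither the rise at 24 h nor the fall at 48 h passed with an estimated correlation (adjusted p = 0.0726 and 0.0683), nor did the rises of the vacuolar ATPase at 48 h and 72 h (adjusted p = 0.0735 and 0.066), which were also lost with median scaling, 75th percentile scaling and the authors' processed values (0.224 to 0.422), so opposite directions from 0 h are not settled for these 2 lists. From 24 h to 72 h the median was 0.69 for the vacuolar ATPase, -2.77 for cell cycle genes and 1.23 for MHC class II and dendritic cell genes.

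Lists outside the enzymes that the paper discusses passed camera with the preset and with an estimated correlation. The median log2 fold change was 0.83 for osteoclast genes at 48 h, -1.19 for genes that restrain osteoclast differentiation at 24 h, 0.46 for macrophage genes at 48 h, 0.36 for NF-κB and NFAT pathway genes at 24 h, -0.38 for oxidative phosphorylation at 72 h, -0.33 for the vacuolar ATPase at 24 h, -0.89 for hypoxia genes outside glycolysis at 24 h, -0.68 for serine synthesis and ATF4 target genes at 48 h, -1.1 for cholesterol synthesis at 24 h, -1.92 for cell cycle genes at 72 h, 2.27 for interferon-induced genes at 24 h, 1.13 for MHC class II and dendritic cell genes at 48 h, -1.5 for neutrophil genes at 24 h and -1.23 for erythroid and megakaryocyte genes at 48 h. Gapdh, shown in Fig. 1A as having no probe, had log2 fold changes of -0.93 at 48 h and -1.1 at 72 h.

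Neutrophil genes fell as a group in cultures grown from bone marrow. All 13 measured members were lower at 24 h, and 12 were lower and 1, the cytokine receptor gene Csf3r, was higher at 72 h. Whether fewer neutrophil-lineage cells carried over from the marrow were left cannot be told apart from lower transcription: the 3 members with the highest signal at 0 h, S100a8, S100a9 and Ltf, had log2 changes of -1.94, -2.52 and -3.32 at 72 h, but both explanations give this and the fall of the list had already been seen. Whether all such cells were lost equally at 24 h cannot be decided from the spread of the falls. The weakest and the strongest fall, -0.35 and -2.11, differed by 1.77 on the log2 scale, beyond 4 standard errors of a difference (0.41). An equal loss gives like falls only where no other cells express these genes and the probes respond alike. Losses of cells at different stages stay open too, S100a8 and S100a9 are also expressed by monocytes, and the paper's culture step, which keeps only the cells attached after growth in M-CSF, would remove floating cells such as most neutrophils.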

How the results depend on the processing

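The textbook lists and the arrays without replicates 4 and 5 were chosen after the data were seen. The changes between times are beyond what other splits of the same arrays give: in 100 splits of the 12 arrays of each comparison, 1, the real one, gave as many changed genes. The real and the highest other counts were 6584 and 2080 at 24 h, 7161 and 3133 at 48 h, 7228 and 3558 at 72 h, 7337 and 3581 from 24 h to 48 h, and 3599 and 808 from 48 h to 72 h. For the 6 enzymes of the hexosamine pathway the counts were 6 and 0, 6 and 3, and 5 and 2 at 24, 48 and 72 h, and for the 16 glycolytic enzymes 15 and 4, 15 and 10, and 13 and 8, again with 1 of 100 splits as large. For all genes this outcome was nearly fixed in advance. At 24, 48 and 72 h the arrays did not overlap those at 0 h for 46.8%, 53.3% and 54.3% of the genes. The splits also treat the arrays of a time as independent, which is not known, so they do not exclude chance. For the enzymes they show at most that the times differ, since the paper drew both lists for these samples. Of all genes tested, 67.0%, 72.4% and 73.5% passed at 24, 48 and 72 h.

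Of 192 named results, 163 passed the test. Of these, 100 kept their direction and call under every alternative but the fold thresholds, and 6 reversed under some (Cmas, Uqcrc2, P4ha1, Gfpt1 at 48 h and Pfkp at 48 h and 72 h, below); the others below had not passed. With 75th percentile scaling the log2 change was -0.22 for Atp6v1b2 and -0.012 for Cmas at 24 h, and -0.14 for Hk3, -0.16 for Idh3g and -0.043 for Uqcrc2 at 72 h. With median scaling it was -0.17 for Idh3g and -0.055 for Uqcrc2. With the second-highest probe it was -0.13 and -0.19 for Gfpt1 at 48 h and 72 h, 0.25 and 0.36 for Pfkp at those times, and -0.17 for P4ha1 at 24 h, and with the mean of kept probes 0.069 for Pfkp at 72 h. The cause was not tested. The fall of the glycolytic list gave an adjusted p of 0.0589 at 48 h and 0.0505 at 72 h with the second-highest probe. The list of the hexosamine pathway gave an adjusted p of 0.0356 at 48 h with textbook enzymes. With fry, which compares no list with other genes, it gave 0.000209, 2.85e-11 and 2.76e-08 at 24, 48 and 72 h, 68 of 75 list and time pairs passed in place of 45, and the lymphocyte list turned, with adjusted p = 6.71e-07 at 48 h and 0.0135 at 72 h. With an estimated correlation 34 passed. The calls of the vacuolar ATPase at 48 h and 72 h ended with median scaling (adjusted p = 0.422 and 0.259), 75th percentile scaling (0.402 and 0.224) and the authors' processed values (0.389 and 0.237), that of macrophage genes at 72 h with the same 3 (0.0679, 0.063 and 0.0798), that of endothelial genes at 24 h without a filter (0.0511) and that of osteoblast genes at 48 h with the second-highest probe (0.0519).

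The counts fell with stricter thresholds by construction. At least 1.5-fold, genes higher and lower were 822 and 963 at 24 h, 1067 and 1214 at 48 h, 1159 and 1360 at 72 h, 1466 and 1402 from 24 h to 48 h, and 109 and 261 from 48 h to 72 h. At least 2-fold they were 268 and 255, 422 and 405, 452 and 519, 605 and 645, and 16 and 84. By the methods' t-test with Bonferroni adjustment they were 1047 and 1240, 1317 and 1550, 1381 and 1651, 1763 and 1687, and 219 and 413, and with Benjamini-Hochberg adjustment 2753 and 3600, 3209 and 3793, 3271 and 3775, 3804 and 3382, and 1536 and 1763. From 48 h to 72 h genes higher were 802 with median scaling and 985 with the authors' processed values, whose cause was not tested. Of the enzymes of the hexosamine pathway and O-GlcNAc cycling, 0, 2 and 2 were at least 1.5-fold higher at 24, 48 and 72 h. The 2 were Nagk and Ogt at both times, and 0, 0 and 0 were at least 1.5-fold lower. At least 2-fold 0 were higher or lower at any time. By the Bonferroni test 0 were higher at 24 h and 0 lower at any time. With 75th percentile scaling 1 was higher at 24 h, and with the textbook list 1 was lower at 48 h and 1 at 72 h. Of the glycolytic enzymes, at least 1.5-fold 0, 1 and 1 were higher at 24, 48 and 72 h and 5 and 7 lower at 24 h and 48 h, at least 2-fold 0, 1 and 1 were higher and 1, 4 and 4 lower, and by the Bonferroni test 0, 1 and 1 were higher and 3 and 7 lower at 24 h and 72 h. At 48 h 2 were higher with 75th percentile scaling, median scaling, no filter or the authors' processed values, and at 24 h 1 was higher with 75th percentile scaling and 1 with the textbook list. Leaving out each replicate in turn gave 2 to 3 glycolytic enzymes higher at 48 h in place of 4, with 2 without replicate 2, and moved no other count by over 1.5 times. Without replicates 4 and 5 together no count moved by over 1.5 times.

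With the replicate block, 3010 genes were higher and 3919 lower at 24 h, 3405 and 4026 at 48 h, and 3479 and 4021 at 72 h. Among named results it brought Slc38a1 at 48 h and Cd4 at 24 h past the threshold and ended the call of the macrophage list at 72 h (adjusted p = 0.0514), and it changed no other call. The sources used here do not say what a number stands for. Of 36 pairs with the same number, 25 had a correlation of deviations over 0.1 (lowest -0.21, highest 0.49), among them all 6 pairs of replicate 4 (0.22 to 0.49) and of replicate 6 (lowest 0.10), and in 34 of 72 comparisons, where chance gives 12, an array correlated best with its own number. Arrays of the same number thus deviate together in part, most plainly in replicate 4, which is a hint from the data and not from the design. Replicate 4 also had the lowest median signal at 48 h and 72 h (94.1 and 89.5), and replicates 4 and 5 the lowest at 0 h and 24 h. Replicate 5 correlated at 0.45 between 0 h and 24 h, but at -0.21 between 0 h and 48 h, when its median signal was 122. A deviation that goes with array signal cannot be told apart here from a pairing of the cultures. A chip or slide block was not run, since the tables give no chip. The list tests were not run with the methods' t-test or the fold thresholds. The dim probe of Oga had log2 changes of 0.42, 0.79 and 0.84 at 24, 48 and 72 h with normexp background correction, against 0.21, 0.42 and 0.45 without it, so signal over background limits the size given for dim probes. Leaving out replicates kept the normalized values.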

Differences from the paper's values

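The paper's values below are signed fold changes against 0 h read by eye from Fig. 1B, with a reading error of 0.1 fold, and 28 of 36 lie within that error or the spread between replicates of the values here. They are set beside the alternatives fixed before the data were examined. For Nagk at 24 h the paper shows about -1.0 in Fig. 1B, read by eye, and the value here is -1.14; the mean of the kept probes (-1.06) and the second-highest probe (-1.08) fall within the error, and no other alternative does. For Nagk at 72 h the paper shows about 2.0 in Fig. 1B and the value here is 1.78; only the second-highest probe (2.08) falls within the error. For Ogt at 48 h the paper shows about 2.1 in Fig. 1B and the value here is 1.85; normexp background correction (1.94) and the mean of the kept probes (2.06) fall within the error, and the others do not. For Ogt at 72 h the paper shows about 2.4 in Fig. 1B and the value here is 1.88; only the mean of the kept probes (2.42) falls within the error.

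For Oga the paper shows about 1.6 at 24 h, about -1.7 at 48 h and about -1.7 at 72 h in Fig. 1B, read by eye, and the values here are 1.16, 1.34 and 1.37. No alternative falls within the error at any of these times. Over the alternatives the values ran from 1.12 to 1.34 at 24 h, from 1.32 to 1.73 at 48 h and from 1.32 to 1.8 at 72 h. Each alternative used the same Oga probe, the only one kept, so none could test another probe. The paper states that Oga was downregulated, and that in RT-qPCR its downregulated genes followed this direction at low significance. For Eno2 at 72 h the paper shows about -0.25 in Fig. 1B, a value that a signed fold change cannot take, and the value here is 3.74, whose reciprocal is 0.267; no alternative falls within the error. The paper's colours in Fig. 1A show Eno2 as raised, as it is here.

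Fig. 1A marks Hk1, Pfkm, Pgm1 and Gapdh as having no probe, and each has a detected probe here. Pgam1 is drawn as unchanged in Fig. 1A, and it was 1.64-fold, 1.81-fold and 1.62-fold lower here at 24, 48 and 72 h. By the methods' t-test with Bonferroni adjustment over all 9917 genes it passed at 48 h but not at 24 h or 72 h. The paper states that Pgm2 was raised in RT-qPCR. The probe annotated to Pgm2 was not detected here, and Pgm1, which older annotations call Pgm2, was lower at each time. Of the 4 enzymes the paper names with a direction in the arrays, Nagk and Ogt (higher) and Pfkl (lower) went the paper's way here at 48 h and 72 h and the only detected probe annotated to Oga was higher, while the other 2 Oga probes were not detected, so the direction of Oga is not settled here, and most glycolytic enzymes were lower in both.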

Other observations

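The tests of dividing cells, of the hypoxia response and of another transcript read by the Oga probe were chosen after the results were seen. Interferon-induced genes rose at 24 h, with 19 of 19 measured members higher and a median log2 change of 2.27 (camera, adjusted p = 1.9e-17), and 19 and 17 were higher at 48 h and 72 h (adjusted p = 9.66e-13 and 7.24e-05). Cxcl10, a chemokine gene induced by interferon, was 21.7-fold higher at 24 h (detected on 3 of 6 arrays at 0 h), a log2 change of 4.44, against 1.91 with its second-highest probe and 5.75 with normexp background correction. Cell cycle genes rose at 24 h, with 22 of 23 higher (adjusted p = 9.66e-13), and fell at 48 h and 72 h, with 23 of 23 lower at each (adjusted p = 3.48e-14 and 5.67e-15). At 72 h the mitotic kinase gene Plk1 was 14.5-fold lower and Birc5 12.6-fold lower, log2 changes of -3.86 and -3.65, against -4.93 and -4.35 with normexp background correction. Cholesterol synthesis genes were lower at every time, with 13 of 13 members (adjusted p = 9.13e-08, 7.96e-07 and 8.96e-07). Serine synthesis and ATF4 target genes fell, with 12, 14 and 13 of 17 lower at 24, 48 and 72 h (adjusted p = 0.00188, 0.000256 and 0.00039), among them Psat1, 5.54-fold lower at 48 h. Oxidative phosphorylation genes fell at 48 h and 72 h, with 34 and 39 of 46 lower (adjusted p = 0.000695 and 2.07e-05), and at 24 h 22 were lower and 7 higher (adjusted p = 0.278), which passed with the authors' processed values (0.0143), median scaling (0.0171) and 75th percentile scaling (0.0126). All 7 measured genes that restrain osteoclast differentiation were lower at 24 h (adjusted p = 0.00016), led by Id1, which was 6.63-fold lower, and at 48 h and 72 h 4 were lower and 3 higher (adjusted p = 0.412 and 0.528). MHC class II and dendritic cell genes fell at 24 h, with 9 of 11 lower, and rose at 48 h and 72 h, with 9 and 10 higher (adjusted p = 0.000375, 9.06e-06 and 3.94e-05).

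Among single genes, Mycl was at least 20.3-fold higher at 24 h, its probe being detected on 0 of 6 arrays at 0 h. Its log2 change was 4.54 as measured and 5.95 with normexp background correction, and neither fixes its size. Mmp14 was 14.5-fold higher at 48 h. Ctsa, a lysosomal protease gene, was 13.7-fold higher at 48 h and Clec7a, a receptor for fungal glucans, 18.5-fold higher at 72 h. The log2 change of Ctsa was 3.77, against 1.08 with the mean of its kept probes, and that of Clec7a 4.21, against 2.98 with its second-highest probe, so the sizes of both depend on the probe. The chemokine genes Ccl7 and Ccl2 were 23.2-fold and 21.2-fold lower at 48 h, and the cyclin gene Ccnd1 was 12.7-fold lower. For Ccl2 the log2 change was -4.40, against -5.38 with normexp background correction. At 72 h the histone genes H2ac12, H2ac15 and H2ac22 were 27.3-fold, 27.0-fold and 25.9-fold lower, but these paralogs are nearly identical, so their probes cannot be assigned with certainty. Macrophage genes were higher at 48 h in 12 of 19 and lower in 3 (adjusted p = 0.000635), and at 72 h the adjusted p was 0.0356, and 0.0512 with an estimated correlation. NF-κB and NFAT pathway genes were higher at 24 h in 9 of 14 and lower in 5 (adjusted p = 0.00788), with Nfkbia 3.43-fold higher (a log2 change of 1.78, against 0.94 with its second-highest probe), and at 48 h and 72 h 8 were higher and 2 and 4 lower (adjusted p = 0.0812 and 0.223, and 0.0229 at 48 h without a filter on dim probes). Vacuolar ATPase subunits were lower at 24 h in 11 of 13 (adjusted p = 0.00449), and at 48 h and 72 h 9 and 8 were higher (adjusted p = 0.0313 and 0.0261, and adjusted p = 0.0735 and 0.066 with an estimated correlation). Glucose transport and further glycolytic genes were lower in 7, 6 and 6 of 10 at 24, 48 and 72 h (adjusted p = 0.0259, 0.0261 and 0.0272, and adjusted p = 0.0735, 0.0757 and 0.0772 with an estimated correlation). Neutrophil genes were lower in 13, 12 and 12 of 13 at 24, 48 and 72 h (adjusted p = 2.16e-09, 2.28e-07 and 3.39e-09). Erythroid and megakaryocyte genes were lower in 6 of 6 at each time (adjusted p = 0.000375, 0.000296 and 0.000352). Osteoblast and stromal genes were higher in 4 of 5 at 48 h and 72 h (adjusted p = 0.0309 and 0.0116, and adjusted p = 0.091 and 0.0519 with an estimated correlation), and Dcn, a stromal proteoglycan gene, was 4.23-fold higher at 72 h (detected on 3 of 6 arrays at 0 h), a log2 change of 2.08, against 1.29 with its second-highest probe and 3.12 with normexp background correction. Endothelial genes were lower in 3 of 3 at 24 h (adjusted p = 0.0259, and adjusted p = 0.105 with an estimated correlation). The lists of the citric acid cycle, the pentose phosphate pathway and lymphocytes passed at none of the 3 times (smallest adjusted p = 0.32, 0.327 and 0.307). Adjusted over each list alone, the counts of the lists described here were the same, except that 4 pentose phosphate genes were lower and 1 lymphocyte gene higher at 24 h, 9 citric acid cycle genes lower at 48 h and 3 endothelial genes lower at 72 h.

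The glycolytic list fell at each time. A joint fall of bright probes was not seen in the normalized values. Random lists matched on mean signal had a typical median log2 change of -0.067, -0.048 and -0.051 at 24, 48 and 72 h. Of 10000 such lists, 1.75% had a median as low as the glycolytic list at 24 h, 0.22% at 48 h and 0.020% at 72 h. Quantile normalization itself tends to hold bright probes near 0, and the paper drew the list for these samples, so this is not independent evidence of a fall. Fewer dividing cells do not account for the fall at 24 h, when cell cycle genes rose (median log2 change 0.95), but stay open at 48 h and 72 h, when they fell (-1.71 at 48 h). A weaker hypoxia response is a candidate explanation at 24 h, when hypoxia genes outside glycolysis fell (median log2 change -0.89, with 12 of 15 lower), and at 48 h and 72 h the 15 genes went both ways and the list did not pass (adjusted p = 0.354 at 48 h), so there it cannot be told apart from no change. RANKL and time in culture were not separated.

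The probe for Oga rose at 48 h and 72 h. Drift of the background signal cannot be judged from the 24586 probes detected on no array. Quantile normalization holds their median log2 change near 0 by construction, and it was at most 0.0010 at these times. Of those probes 0.041% rose at each of these times by as much as the Oga probe, which changed by 0.42 and 0.45. Whether this probe reads another transcript than the other Oga probes cannot be told apart from a rise of Oga, since those 2 probes were detected on 0 of the 24 arrays. The probe that rose is annotated to a cDNA clone, and the probe annotated to the RefSeq transcript of Oga is among those not detected. A rise of Oga itself may be the source and was not tested by other means here. The paper's RT-qPCR goes against a rise: it reports the genes it calls downregulated, Oga among them, as lower at low significance.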
